A study of Mus musculus with 24 samples. Its data were reported in "An Integrated Analysis of miRNA and Gene Expression Changes in Response to an Obesogenic Diet to Explore the Impact of Transgenerational Supplementation with Omega 3 Fatty Acids" (2020).

How the data were processed

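RNA was measured in the liver of 24 male C57bl/6J mice of the third generation of 2 lineages, with 1 Agilent mouse expression array in 1 colour (Cy3) per mouse. Mice of the lineage supplemented with fish oil rich in eicosapentaenoic acid (EPA) and of the lineage given high-oleic sunflower oil had been fed an obesogenic diet, high in fat and sucrose, and are called HFepa (7 arrays) and HFoleic (8 arrays). The reference group (9 arrays) was of the oleic lineage and had been fed a low-fat diet, and no low-fat group of the EPA lineage was measured. Groups and replicate numbers came from the sample labels. The mice had been killed while fasting.

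For each array the authors deposited the text output of the scanner software (Agilent Feature Extraction), in which the median and mean signal of each spot and its local background are intensities without normalization, per the file headers. The processed signal in the same files is an intensity that the software had corrected for background and detrended within the array. The authors also deposited a table of log2 median signal, filtered and quantile normalized between arrays, with 32176 probes and 2550 empty cells. Its columns correlated at 0.9997 or more with the log2 median signal of the same array. The filter behind it is not stated. The marks for outlier spots and for spots well above background are 0 or 1 per the file headers.

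Each array held 62976 spots, of which 59305 were no controls, for 56605 probes. Of these, 300 probes had 10 spots each. Log2 median signals of the spots of a probe were averaged, leaving out spots marked as outliers by the scanner software (134 to 627 per array). Probes were kept when well above background on at least 75% of the arrays of at least 1 group, which left 30003 probes, and values were quantile normalized between arrays. The number of arrays limits the precision. Gene names and probe coordinates (mouse build mm9, 1-based) were those in the scanner files. The available gene table is of GRCm38.p6, and only 10.3% of 36448 probes lay inside the span it gives for their gene, so it was used for names only.

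The probe tests were limma fits (version 3.58.1, R 4.3.3) of a group-means model with all 24 arrays, the functions lmFit and eBayes, contrasts for the 3 comparisons, two-sided, and Benjamini-Hochberg adjustment over the tested probes within each comparison, with calls at an adjusted p under 0.05. Tables were handled with the data.table package (version 1.17.8) in R and with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15. Figures were drawn with matplotlib 3.10.9. The function lmFit, the pairwise comparisons and the Benjamini-Hochberg adjustment follow the methods of the study, whereas the group-means design with moderated contrasts was chosen here. The t-test named there was run as an alternative and is called the methods' t-test. It was unmoderated and used only the arrays of the groups compared. It need not match the test of the study, which reported genes for HFepa against reference after adjustment.

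Gene sets were 16 hand-written pathway lists: cholesterol biosynthesis, fatty acid synthesis, PPARalpha targets, gluconeogenesis and fasting genes, endoplasmic reticulum (ER) chaperones, cytosolic heat-shock genes, oxidative phosphorylation, cytosolic ribosome, replication histones, proliferation, macrophage inflammation, fibrosis, acute phase, clock genes of the Bmal1 phase, clock genes of the Per phase, and male-biased liver genes. They were tested with limma's camera at a preset correlation of 0.01, on the brightest probe of each gene among probes with values on all 24 arrays, two-sided, adjusted over the 16 lists within a comparison. Each was also tested by limma's fry, by camera with the correlation estimated per list, and by an exact permutation test of the mean log2 signal of the members per mouse. A panel of 20 genes held the 16 genes that the study measured by RT-qPCR and 4 further genes of its model, each read from its brightest tested probe. Because the study chose the RT-qPCR genes on these same mice, their values adjusted over the list alone are not independent evidence. Lists of genes of 5 other tissues (blood, exocrine pancreas, adipocytes, bile duct and gallbladder, skeletal muscle) and a list of 4 Y-chromosome genes served as checks.

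The axis position of a mouse is the projection of its log2 profile on the line from the reference mean, at 0, to the HFoleic mean, at 1, with the scored mouse left out of both means. Differences in position were tested by exact permutation of the group labels, two-sided, with positions held fixed. The HFoleic and reference labels also set the axis, so for those 2 groups the p-value describes the separation of left-out mice. HFepa mice had no part in the axis, so they are not scored alike and their p-values are approximate. In 1 simulation each with retained shares of 0 and 1, HFepa lay at 0.0366 and 0.936. The reference lay at 0.120 in the former and HFoleic at 0.895 in the latter. These offsets are opposite in sign to the differences observed. For the share of the HFoleic change retained in HFepa, probes were called in a split of 4 HFoleic mice against 3 reference mice, or taken as the 50 smallest p-values where fewer than 50 were called. The median signed HFepa change of those probes against 3 further reference mice was divided by the median signed change of the remaining 4 HFoleic mice against the last 3 reference mice, over 100 random splits. Principal components were computed from centred log2 values of tested probes with values on all arrays. Correlations over mice were computed on deviations from group means, with Pearson's and Spearman's coefficients and 100000 permutations within groups, two-sided.

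Named genes were the panel, the 5 genes with the largest rises and the 5 with the largest falls among called probes with a gene symbol in each comparison with the reference, the 5 genes with the smallest p-values between the lineages (where nothing was called), and the 3 members with the largest change in the direction of each called set. The text leaves out some named genes and 1 of the 6 relations computed over mice, while counts and adjustments include them. The groups, main tests, lists, naming rule and most alternatives were chosen before the data were examined. Alternatives chosen after seeing the data were the slide row as a block, a clock score (the mean of the Per-phase list minus that of the Bmal1-phase list) and the number of outlier spots as covariates, the removal of these from the profiles before the axis was computed, the exact test of set scores, each array left out of the tests of the principal components with the scores kept, the first component recomputed without reference replicate 5, and all alternatives for the second component. The simulations of the same-sign share among probes called for HFoleic only were also added then, as were the counts of calls in simulations, the counts of probes shared among the smallest p-values in simulations and regroupings, and 10000 random lists of genes of like signal, in which each member of a list was replaced by 1 of the 100 genes nearest to it in mean signal over the other reference mice. The alternatives chosen beforehand were a shift of each array by its 75th percentile in place of quantile normalization, the processed signal with that shift, normexp background correction with an offset of 50, the authors' deposited values, no filter on dim probes, a strict filter (well above background on all 24 arrays, 25509 probes), only the arrays of the 2 groups compared, the methods' t-test, slide, replicate number or mouse number in the model, variances with an intensity trend and robust priors, array weights, 1 probe per gene, the other probes of a named gene, the other set tests, other versions of the axis and of the share, and each array left out in turn. The deposited alternative was run on the 32176 probes of that table, of which 2229 were not tested here, while 56 tested probes were absent from it. When an array was left out, the filter and normalized values of all arrays were kept. The spread against which the share was judged was taken from the interquartile range of its splits, a choice made after the range had been seen.

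The steps were tested on simulated data with 200 of 28080 probes changed in 10 simulations. With a change of 1 log2 unit, 96.5% were recovered for HFoleic vs. reference, 95.8% for HFepa vs. reference and 95.6% for HFepa vs. HFoleic, with a mean of 4.7, 3.5 and 2.7 false calls. With a change of 0.5 log2 units these shares were 74.1%, 68.3% and 65.7%, with a mean of 12.1, 4.1 and 3.3 false calls. In separate data, with 1 simulation for each share, retained shares of 0, 0.5 and 1 were returned as -0.00265, 0.499 and 0.998. The number of probes called in these is not given. They therefore leave open how well the share is returned when few probes are called, as in 69 of 100 splits of the real data. In 10 simulations with no change put in, camera at the preset correlation called a mean of 5.8, 7.3 and 6.8 of 16 lists. These are for the 3 comparisons in turn, against at most 0.4 for fry and at most 0.4 for the estimated correlation. Pairing by replicate number, and the effect of all alternatives, are treated in the closing section. No sample was left out of the main tests.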

Results

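Liver gene expression was compared between 9 reference mice, 8 HFoleic mice and 7 HFepa mice, 1 array per mouse, to ask how an obesogenic diet changed expression and whether supplementation of earlier generations with EPA altered that response. Between 28804 and 34432 of 56605 probes per array (50.9% to 60.8%) were well above background, the median signal of an array ranged from 59.5 to 89.0, and 0 spots were saturated. Pairs of arrays of the same group correlated at 0.974 to 0.996 across probes, which are not independent replicates. The arrays lay on 3 slides of 8, each with 3 reference mice, 2 or 3 HFoleic mice and 2 or 3 HFepa mice, and in 2 rows per slide, with 5 and 4 reference, 4 and 4 HFoleic and 3 and 4 HFepa mice in row 1 and row 2. The median residual SD of a probe was 0.18 log2 units.

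The first comparison, HFoleic against reference, asked what the diet changed in the oleic lineage. Limma called 2170 of 30003 probes, 1214 higher and 956 lower in HFoleic, for 1491 gene symbols, with 6332 probes at an unadjusted p under 0.05. The methods' t-test called 1746. The median absolute change of the called probes was 0.39 log2 units (range 0.14 to 2.99), and 102 changed by more than 1 log2 unit. The smallest adjusted p was 1.76e-05. Among the alternatives, the clock score as a covariate moved the count most, to 1030. With the slide as a block it was 2219 and with the slide row as a block 2299.

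Among the 5 largest rises, 4 were, each as a log2 fold change with the adjusted p of limma, Cyp2b9 (2.99, 0.0288), Derl3 (2.81, 0.000838), Msmo1 (1.86, 0.00344) and Clec2h (1.85, 0.0153), each in the same direction in 8 of 8 HFoleic mice relative to the reference mean. The probe of Cyp2b9 lies at chromosome 7, 26995607 to 26995666, that of Derl3 at chromosome 10, 75358606 to 75358665, that of Msmo1 at chromosome 8, 67196982 to 67197041, and that of Clec2h at chromosome 6, 128626525 to 128626584. The signal of Cyp2b9 was 9.77 ± 1.37 (SD, n = 8) in HFoleic and 6.77 ± 1.74 (SD, n = 9) in the reference, and only 2 of 8 HFoleic mice exceeded every reference mouse. Its call was lost without HFoleic replicate 1 (log2 fold change 2.72, adjusted p 0.0649) and in 6 further leave-outs. The signal of Derl3 was 9.89 ± 1.28 (SD, n = 8) and 7.08 ± 0.69 (SD, n = 9).

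The 5 largest falls were those of Tff3 (-2.68, adjusted p 0.00674), Lepr (-2.25, 0.00106), Tuba8 (-1.99, 0.00261), Moxd1 (-1.88, 0.0219) and Got1 (-1.75, 0.000330). They were lower than the reference mean in 7 of 8, 7 of 7, 8 of 8, 8 of 8 and 8 of 8 HFoleic mice. Their probes lie at chromosome 17, 31262279 to 31262338 (Tff3), chromosome 4, 101486122 to 101486181 (Lepr), chromosome 6, 121176046 to 121176105 (Tuba8), chromosome 10, 24022208 to 24022266 (Moxd1) and chromosome 19, 43579114 to 43579173 (Got1). The signal of Tff3 was 8.61 ± 1.64 (SD, n = 8) in HFoleic and 11.29 ± 1.27 (SD, n = 9) in the reference. Moxd1 was well above background on 1 of 8 HFoleic arrays, so its change is measured near the background. All 3 probes of Got1 were called lower, 3 of 4 probes of Lepr (the weakest -0.36, adjusted p 0.195) and, among the rises, 2 of 3 probes of Msmo1 (the weakest 1.028, 0.177).

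The second comparison, HFepa against reference, sets high-fat mice of the EPA lineage against low-fat mice of the oleic lineage, so diet, lineage and oil differ at once and a change cannot be assigned to the diet alone. Limma called 118 probes, 57 higher and 61 lower, for 88 gene symbols, with 4040 probes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0245. The median absolute change of the called probes was 0.50 log2 units, and 5 changed by more than 1 log2 unit. The methods' t-test called 0 probes (3472 at an unadjusted p under 0.05). Single arrays decided this count. Limma called 0 probes without HFepa replicate 2 (3376 unadjusted) or without HFepa replicate 6 (3492 unadjusted), and 499 without reference replicate 8. Without a filter on dim probes, limma called 0 (4845 unadjusted), and with the slide or the slide row as a block it called 120 and 118.

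The largest rises in HFepa were those of Gbe1 (1.05, adjusted p 0.0245), Pcp4l1 (1.04, 0.0344), Hyou1 (1.0, 0.0467), Mtss1 (0.97, 0.0282) and Inhbb (0.84, 0.0282), and the largest falls those of Got1 (-1.29, 0.0245), Kiss1 (-0.93, 0.0385), Epha2 (-0.85, 0.0344), Abtb2 (-0.84, 0.0466) and Slc25a25 (-0.83, 0.0282), all by limma. Each was on the stated side of the reference mean in 7 of 7 HFepa mice. The probes lie on chromosome 16 from 70361835 (Gbe1), chromosome 1 from 173103423 (Pcp4l1), chromosome 9 from 44193855 (Hyou1), chromosome 15 from 58884451 (Mtss1), chromosome 1 from 121312160 (Inhbb), chromosome 19 from 43579124 (Got1), chromosome 1 from 135226240 (Kiss1), chromosome 4 from 140885139 (Epha2), chromosome 2 from 103558385 (Abtb2) and chromosome 2 from 32270275 (Slc25a25). The signal of Mtss1 was 11.62 ± 0.33 (SD, n = 7) in HFepa and 10.65 ± 0.32 (SD, n = 9) in the reference, and that of Got1 was 9.74 ± 0.35 (SD, n = 7) and 11.03 ± 0.55 (SD, n = 9). This probe of Got1 differs from the one named for HFoleic. Other probes of 4 of the rising genes changed in the same direction but far less and were not called: 1 of 3 probes was called for Gbe1 (the weakest 0.20, adjusted p 0.397), 1 of 2 for Pcp4l1 (0.17, 0.442), 1 of 4 for Hyou1 (0.05, 0.910) and 1 of 3 for Mtss1 (0.07, 0.864). Of the falls, 1 of 2 probes of Kiss1 was called (the other -0.82), and all 3 of Got1 and all 4 of Slc25a25. None of the 10 calls held in all leave-outs: without HFepa replicate 6 the adjusted p was 0.0647 for Gbe1, 0.0723 for Inhbb, 0.0669 for Got1, 0.0961 for Kiss1 and 0.0632 for Slc25a25, without HFepa replicate 7 it was 0.101 for Hyou1, 0.0700 for Mtss1, 0.0825 for Epha2 and 0.0994 for Abtb2, and without HFepa replicate 1 it was 0.0816 for Pcp4l1. Abtb2 lost its call in 22 of 24 leave-outs and Hyou1 in 17.

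The third comparison, HFepa against HFoleic, asked whether the lineages differed under the diet. Limma called 0 probes, with 2910 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0506, and the methods' t-test called 0 (3484 unadjusted). Without HFepa replicate 5, limma called 15. Among the 5 genes with the smallest p-values, 4 were Glcci1 (log2 fold change 0.43, adjusted p 0.0506), Prox1 (0.61, 0.0506), Pdia6 (-0.73, 0.104) and Klf4 (0.94, 0.104), on the stated side of the HFoleic mean in 7 of 7 HFepa mice each. Their probes lie on chromosome 6 from 8543357 (Glcci1), chromosome 1 from 191946360 (Prox1), chromosome 12 from 17291070 (Pdia6) and chromosome 4 from 55540833 (Klf4). The other probe of Prox1 differed by 0.04 (adjusted p 0.945). None was past the threshold. These 4 were past it without HFepa replicate 5 or reference replicate 7 (adjusted p 0.0182 for Glcci1, 0.0182 for Pdia6 and 0.00878 for Klf4 without the former, 0.0134 for Prox1 without the latter).

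In both high-fat groups, 81 probes were called against the reference in the same direction, 35 higher and 46 lower, for 59 gene symbols, and 0 probes were called in opposite directions. They were 68.6% of the HFepa calls. In 100 simulations, the residuals of all arrays were dealt at random to unchanged groups that shared a reference group. The real reference arrays and their spread were therefore not kept. The overlap was 0, but the unchanged groups called a median of 0 probes in either comparison (at most 42 for HFoleic and 709 for HFepa), which leaves little to share. When the 2170 and 118 probes with the smallest p-values were taken in each simulation instead, 41.7 were shared in the same direction on average (8.47 to 84.5), and 6 of 100 simulations shared 81 or more. With the HFoleic changes put in and HFepa unchanged, 20.6 were shared on average (2 to 47.1), and 0 of 100 simulations shared as many. Without HFepa replicate 2 the overlap was 0, and without reference replicate 8 it was 388. A further 2089 probes were called for HFoleic only and 37 for HFepa only. Of the former, 2041 (97.7%) changed in the same direction in HFepa. These probes were chosen by their change against the same reference arrays, and in 100 simulations the share was 55.3% on average (29.3% to 81.3%) with the HFoleic changes put in and HFepa unchanged. With no change put in, the 2089 probes with the smallest p-values for HFoleic gave 86.4% (69.4% to 95.9%), and 2 of 100 simulations gave a share as high as the observed one. Limma called 0 of the 2089 probes between the lineages, where it called 0 overall (2910 unadjusted). Across probes, which are not independent replicates, the changes of the 2 groups correlated at 0.701, against a mean of 0.410 (0.00662 to 0.707) for unchanged groups, and 71.6% of all probes had the same sign, against 63.9% (51.7% to 75.3%). The last 2 measures lay inside the range that a shared reference group gave in these simulations.

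**Figure D1:**
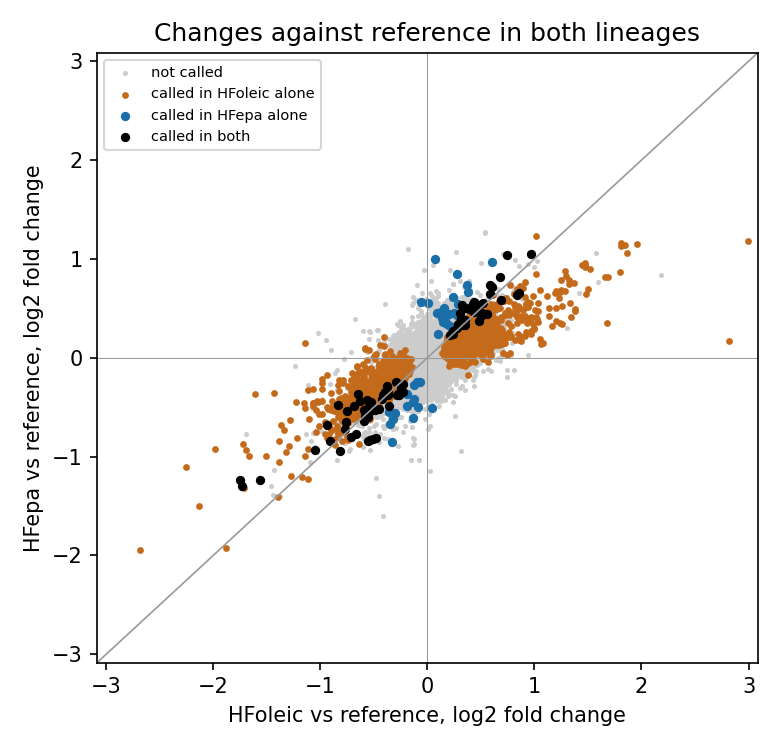
Log2 fold change of each tested probe in HFepa (vertical axis) and HFoleic (horizontal axis) against the same 9 reference mice. The 81 probes called in both groups changed in the same direction.

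On the axis from the reference mean to the HFoleic mean, the reference mice lay at 0.206 ± 0.253 (SD, n = 9), the HFoleic mice at 0.847 ± 0.0858 (SD, n = 8) and the HFepa mice at 0.571 ± 0.202 (SD, n = 7). HFepa lay 0.365 above the reference (exact permutation p 0.00935, adjusted 0.00935, 11440 splits, two-sided) and differed from HFoleic by -0.275 (exact permutation p 0.00497, adjusted 0.00746, 6435 splits). HFoleic lay 0.640 above the reference (exact permutation p 0.000165, adjusted 0.000494, 24310 splits). The p-values that involve HFepa are approximate, because only the reference and HFoleic mice were scored with themselves left out. The HFepa mice ranged from 0.340 to 0.870 and the HFoleic mice from 0.727 to 0.974. The difference between the lineages was -0.408 within slide row 1 and -0.184 within slide row 2, and -0.439, -0.315 and -0.0565 within slides 1, 2 and 3. HFepa minus reference was 0.303 and 0.359 within the rows and 0.294, 0.407 and 0.412 within the slides, and HFoleic minus reference was 0.711 and 0.543 within the rows and 0.732, 0.721 and 0.469 within the slides. Slides held 2 or 3 mice per group. Without the filter on dim probes, which moved the lineage difference most, it was -0.180.

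**Figure D2:**
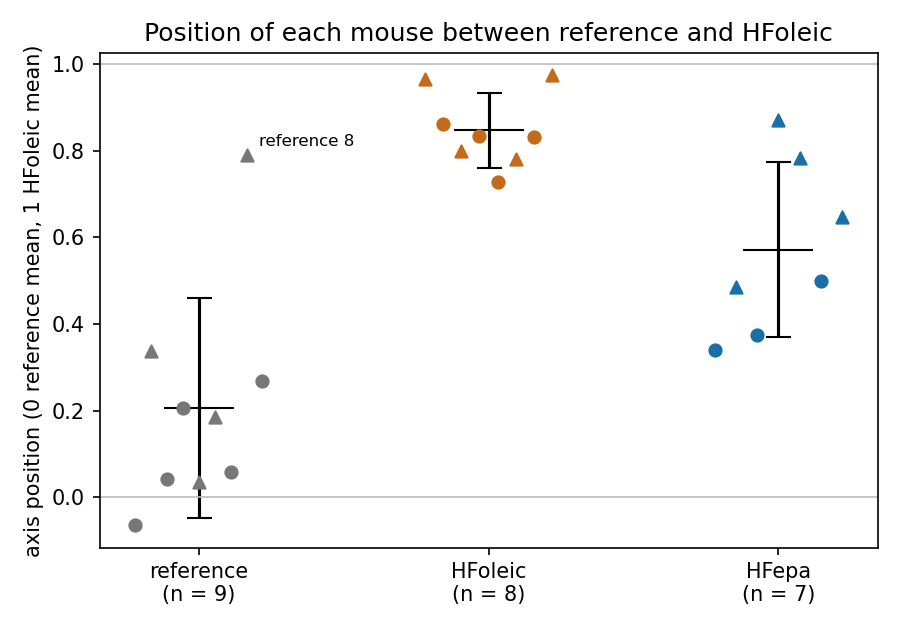
Axis position of each mouse by group (0 is the reference mean and 1 the HFoleic mean, no unit), with circles for slide row 1, triangles for slide row 2 and bars for mean ± SD. The HFepa mice lie between 0.340 and 0.870, and reference replicate 8 lies at 0.791, among the HFoleic mice.

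The share of the HFoleic change retained in HFepa, measured in mice that had no part in choosing the probes, had a median of 0.588 over 100 splits, with quartiles of 0.355 and 0.780 and a range of -0.0956 to 7.75. It was below 1 in 90 splits and above 0 in 99. In 69 splits fewer than 50 probes were called, so the 50 smallest p-values were used. The median held-out change was 0.28 log2 units in HFepa and 0.52 in HFoleic. The splits share mice, so their range is no confidence interval. No filter on dim probes moved the median most, to 0.499.

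The first principal component took 18.7% of the variance and the second 15.5%. HFoleic differed from the reference by 20.6 on the first (exact permutation p 0.00317, adjusted 0.00950, two-sided), HFepa from the reference by 17.5 (exact permutation p 0.0650, adjusted 0.0975) and HFepa from HFoleic by -3.11 (exact permutation p 0.283, adjusted 0.283). Reference replicate 5 lay at -78.1 on this component, and the other 8 reference mice between -28.2 and 7.54. Without this mouse in the tests the differences from the reference were 12.3 for HFoleic (exact permutation, adjusted p 0.00606) and 9.22 for HFepa (0.0790). The HFoleic difference was not past the threshold without HFoleic replicate 1 (19.99, adjusted p 0.0538), 2 (20.2, 0.0501) or 8 (20.1, 0.0509), and that of HFepa was past it without reference replicate 8 (19.9, 0.0371). Among the processing alternatives, the processed signal moved the HFoleic value most, to 16.7 (adjusted p 0.459, with a range of 0.00140 to 0.459 over all alternatives). Within slide rows 1 and 2 HFoleic minus reference was 17.5 and 24.7, and within slides 1, 2 and 3 it was 36.7, 11.1 and 14.9.

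On the second component HFoleic differed from the reference by -24.4 (exact permutation p 0.00230, adjusted 0.00691, two-sided), HFepa from the reference by -7.47 (exact permutation p 0.382, adjusted 0.382) and HFepa from HFoleic by 16.9 (exact permutation p 0.0250, adjusted 0.0375). The difference between the lineages was not past the threshold in 11 of 24 leave-outs, for example without HFepa replicate 1 (13.7, adjusted p 0.0804), nor without the filter on dim probes (14.2, 0.211), with a range of 0.00346 to 0.211 over all alternatives. Leaving out a reference mouse could not change it, because the scores were kept, so all 11 came from leaving out a high-fat mouse. The lineage difference was 26.1 and 11.1 within slide rows 1 and 2 and 28.0, 16.9 and 2.49 within slides 1, 2 and 3. HFoleic minus reference was -26.4 and -21.0 within the rows and -21.2, -33.2 and -17.5 within the slides. When the components were recomputed without reference replicate 5, the first took 18.4% of the variance and correlated at 0.997, in size, with the former second over the remaining mice. On it HFoleic differed from the reference by 28.3 (exact permutation, adjusted p 0.00280), HFepa from the reference by 11.1 (0.200) and HFepa from HFoleic by -17.2 (0.0305).

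**Figure D3:**
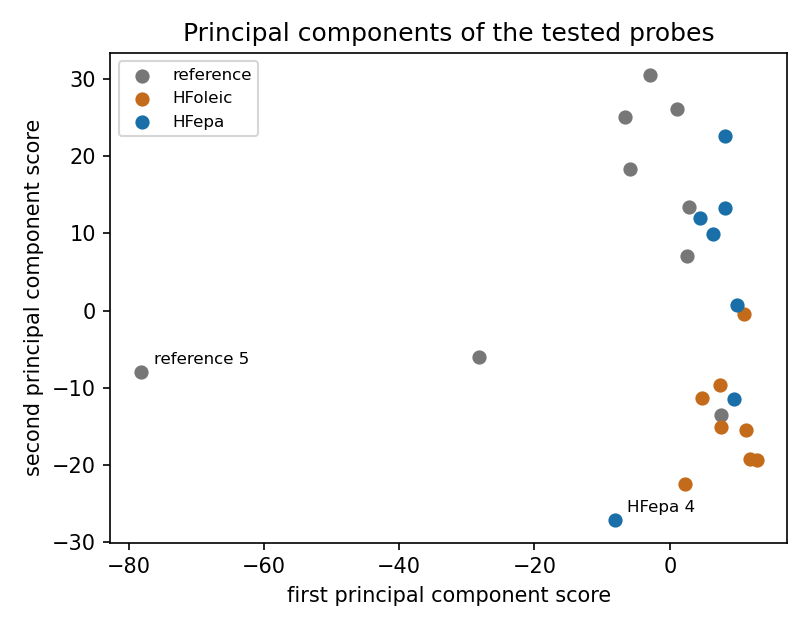
Scores of the 24 mice on the first and second principal components (no unit), by group. Reference replicate 5 lies at -78.1 on the first component.

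Of the 16 gene sets, camera called 9 for HFoleic against reference (7 up, 2 down), 8 for HFepa against reference (7 up, 1 down) and 7 between the lineages (3 up, 4 down). Fry called 5, 2 and 1 of them, the estimated correlation 1, 0 and 0, and the exact permutation test of the set scores 4, 3 and 0. With the mice regrouped at random camera also called many sets, as given in the closing section. The call of the gluconeogenesis and fasting set in HFoleic was the only one made by all 4 tests. Its members fell by a median of 0.53 log2 units (16 of 20 lower, 8 of 8 mice below the reference mean), with an adjusted p of 5.16e-09 by camera, 3.41e-05 by fry, 0.0351 by the estimated correlation and 0.00110 by exact permutation. In HFepa its median was -0.42 (7 of 7 mice, camera 9.18e-07, fry 0.00359, estimated 0.0612, exact permutation 0.0140), and between the lineages it was 0.15 (7 of 7 mice, camera 0.0141, fry 0.373). Got1 (-1.56 in HFoleic and -1.23 in HFepa), Asns (-1.67 and -0.99), Igfbp1 (-1.34 in HFoleic) and Sik1 (-0.79 in HFepa) led the falls, and Irs2 (0.70), Asns (0.67) and Txnip (0.61) the difference between the lineages. Asns and Sik1 were not called in HFepa (adjusted p 0.262 and 0.164), nor any of the 3 between the lineages.

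Cholesterol biosynthesis rose by a median of 0.93 in HFoleic (23 of 25 members, 8 of 8 mice, camera 6.75e-15, fry 0.00230, estimated 0.122, exact permutation 0.000658) and by 0.37 in HFepa (23 of 25 members, 7 of 7 mice, camera 3.42e-08, fry 0.158, exact permutation 0.0133), and the lineages differed by -0.40 (6 of 7 mice, camera 1.45e-06, fry 0.373, exact permutation 0.467). Msmo1 (1.86) and Sqle (1.81) led in HFoleic, Sqle (1.16), Msmo1 (1.07) and Cyp51 (0.94) in HFepa, and Mvd (-0.84), Msmo1 (-0.80) and Sqle (-0.66) between the lineages. Both were called in HFoleic and none of these genes in the other comparisons. ER chaperones rose by a median of 0.58 in HFoleic (26 of 28 members, 8 of 8 mice, camera 3.25e-22, fry 0.000138, estimated 0.0700, exact permutation 0.00110) and by 0.17 in HFepa (25 of 28 members, 5 of 7 mice, camera 0.000250, fry 0.374, exact permutation 0.403). Between the lineages they differed by -0.36 (27 of 28 members lower, 7 of 7 mice, camera 5.55e-22, fry 0.0224, estimated 0.145, exact permutation 0.0572), and by -0.502 and -0.312 in mean signal within slide rows 1 and 2 and -0.511, -0.138 and -0.575 within slides 1, 2 and 3. Sdf2l1 (1.68), Manf (1.26) and Creld2 (1.24) led in HFoleic, Herpud1 (0.64), Creld2 (0.36) and Sdf2l1 (0.35) in HFepa, and Sdf2l1 (-1.33), Manf (-0.91) and Creld2 (-0.88) between the lineages. Only the HFoleic genes were called, and Herpud1 was called in HFepa without reference replicate 8 (0.71, adjusted p 0.0296).

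Cytosolic heat-shock genes rose by a median of 0.23 in HFoleic (7 of 8 mice, camera 6.27e-05, fry 0.00504, exact permutation 0.0570) and 0.30 in HFepa (7 of 7 mice, camera 2.83e-09, fry 0.00359, exact permutation 0.0133), and were not called between the lineages (0.04, camera 0.216). Hsph1 (0.60), Dnaja1 (0.44) and Hspa4l (0.43) led in HFoleic, all called, and Hspa1a (1.11), Hspa1b (1.07) and Dnajb1 (0.74) in HFepa, of which Dnajb1 was called. Replication histones rose by 0.27 in HFoleic (8 of 8 mice, camera 2.80e-09, fry 0.00290, exact permutation 0.00724), with Hist1h2ab (0.61), Hist1h3a (0.58) and Hist1h4i (0.49) leading, and by 0.12 in HFepa (6 of 7 mice, camera 3.81e-06, fry 0.134, exact permutation 0.135), with Hist1h2ab (0.63), Hist1h3a (0.49) and Hist2h2bb (0.49) leading but not called. The call of Hist1h2ab in HFoleic was lost without HFoleic replicate 5 (0.53, adjusted p 0.0796) and that of Hist1h4i without HFoleic replicate 2 (0.43, 0.0723), and Hist1h2ab was called in HFepa without reference replicate 7 (0.75, 0.0494). Between the lineages the histone set differed by -0.08 (4 of 7 mice, camera 0.0118, fry 0.580), led by Hist1h1d (-0.54), Hist1h4i (-0.38) and Hist2h3c1 (-0.27), and its call was lost without HFepa replicate 2 (median -0.04, adjusted p 0.179).

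The remaining camera calls had a fry p above the threshold (0.0859 to 0.733). In HFoleic these were PPARalpha targets (median -0.15, 7 of 8 mice, camera 0.000853, led by Cidec at -1.72, Ehhadh at -1.12 and Pdk4 at -1.11), oxidative phosphorylation (0.06, 7 of 8 mice, 0.000175, Cox6c 0.18, Ndufb4 0.17, Ndufv3 0.17), acute phase (0.14, 6 of 8 mice, 0.00447, Saa4 0.95, Saa2 0.78, Saa1 0.62) and Per-phase clock genes (0.54, 6 of 8 mice, 0.00531, Dbp 1.60, Per2 0.88, Nr1d1 0.80). Of these genes Cidec, Ehhadh, Ndufb4, Ndufv3 and Saa4 were called. Cidec lost its call without HFoleic replicate 8 (-1.47, adjusted p 0.0594), and Ndufb4 (0.15, 0.0744) and Ndufv3 (0.15, 0.0764) lost theirs without HFoleic replicate 4. Cox6c (0.21, 0.0197), Per2 (1.02, 0.0125) and Nr1d1 (0.95, 0.0185) were called without reference replicate 8, and the acute phase set was not called without HFoleic replicate 2 (0.10, 0.0939). In HFepa they were oxidative phosphorylation (0.03, 5 of 7 mice, 0.00891, Ndufb9 0.12, Ndufb4 0.11, Cox6c 0.11), acute phase (0.05, 6 of 7 mice, 0.0255, Saa3 0.77, Saa4 0.56, Saa2 0.38) and Per-phase clock genes (0.32, 5 of 7 mice, 0.00736, Dbp 0.76, Per2 0.62, Nr1d2 0.52), with none of these genes called. Without HFepa replicate 4 oxidative phosphorylation (0.02, 0.128) and the Per-phase genes (0.24, 0.121) were not called, without reference replicate 6 the acute phase (0.05, 0.0931) was not, and Saa3 was called without reference replicate 4 (0.91, 0.0492), Nr1d2 (0.58, 0.0324) and Sik1 (-0.94, 0.0480) without reference replicate 8.

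Between the lineages the remaining calls were PPARalpha targets (0.12, 7 of 7 mice, camera 4.69e-06, Pdk4 0.84, Acot3 0.81, Ehhadh 0.80), fatty acid synthesis (-0.06, 5 of 7 mice, 0.0366, Aacs -0.90, Srebf1 -0.61, Thrsp -0.56) and cytosolic ribosome (0.04, 5 of 7 mice, 0.0102, Rpl18 0.13, Rpl5 0.12, Rps9 0.12), with none of these genes called by limma. Fatty acid synthesis lost its call without HFoleic replicate 6 (-0.04, adjusted p 0.222) and in 7 further leave-outs, and the ribosome without HFoleic replicate 1 (0.02, 0.448). Sets not called were, in HFoleic, fatty acid synthesis (0.05), ribosome (-0.03), proliferation (0.02), macrophage inflammation (0.07), fibrosis (-0.23), Bmal1-phase clock genes (-0.20) and male-biased genes (-0.00), with adjusted p from 0.0859 to 0.864 by camera. In HFepa they were fatty acid synthesis (0.00), PPARalpha targets (0.02), ribosome (0.01), proliferation (-0.01), macrophage inflammation (0.06), fibrosis (-0.12), Bmal1-phase genes (-0.14) and male-biased genes (0.03), from 0.155 to 0.944. Between the lineages they were heat shock (0.04), oxidative phosphorylation (-0.02), proliferation (-0.13), macrophage inflammation (0.08), fibrosis (0.06), acute phase (-0.10), Bmal1-phase (0.06), Per-phase (-0.12) and male-biased genes (0.01), from 0.0668 to 0.50. Median, mean and test differed in sign for macrophage inflammation in HFoleic (median 0.07, mean -0.00, camera up) and, in HFepa, for fatty acid synthesis (median 0.00, mean -0.03, down), PPARalpha targets (0.02, -0.04, up) and male-biased genes (0.03, -0.03, camera down and fry up).

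Of the 20 panel genes limma called 15 in HFoleic against reference (7 higher, 8 lower), 5 in HFepa against reference (3 higher, 2 lower) and 0 between the lineages, where 2910 probes were at an unadjusted p under 0.05 overall and the methods' t-test called 0. Adjusted over the list alone, 17, 11 and 8 passed. Of the 16 RT-qPCR genes, which the study chose on these mice, 14, 5 and 0 were called, so the list alone is not independent evidence. The signal of Irs2 was 12.21 ± 0.54 (SD, n = 9) in the reference, 11.05 ± 0.31 (SD, n = 8) in HFoleic and 11.75 ± 0.44 (SD, n = 7) in HFepa. Its probe lies at chromosome 8, 11004490 to 11004549. Irs2 fell by 1.16 in HFoleic (adjusted p 0.00169, 8 of 8 mice) and by 0.46 in HFepa (adjusted p 0.342, 7 of 7 mice, not called), and was 0.70 higher in HFepa than in HFoleic (adjusted p 0.267, adjusted over the list alone 0.0116, 7 of 7 mice). The clock score as a covariate moved the HFoleic value most, to -0.84 (adjusted p 0.00821, with a range of 0.000395 to 0.00998 over the alternatives that left out no array).

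In HFoleic, Srebf1 rose by 1.02 (adjusted p 0.00552), Mlxipl by 0.55 (0.00163), Hmgcs1 by 1.05 (0.00224), Hspb1 by 0.68 (0.0102), Xbp1 by 0.68 (0.000769) and Gfpt1 by 0.44 (0.00927), each in 8 of 8 mice. Pck1 (-0.74, 0.000602), Cpt1a (-0.43, 0.00239), Angptl4 (-0.44, 0.0399), Agpat6 (-0.65, 0.000171), Sdc1 (-0.75, 0.000367) and Ppargc1a (-0.54, 0.0296) fell in 8 of 8 mice and G6pc (-0.52, 0.00870) in 7 of 8. The call of Ppargc1a was lost without HFoleic replicate 4 (-0.48, 0.0655) and that of Angptl4 without reference replicate 3 (-0.40, 0.0797). Dnajb1 (0.37, 0.0824), Foxo1 (-0.12, 0.395), Irs1 (0.07, 0.740), Ppara (0.16, 0.444) and Pparg (0.45, 0.144) were not called, and Dnajb1 was called without reference replicate 8 (0.43, 0.0287) and Pparg without HFepa replicate 4 (0.45, 0.0432). The other 2 probes of Mlxipl were not called.

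In HFepa, Mlxipl (0.44, adjusted p 0.0458), Dnajb1 (0.74, 0.0245) and Hspb1 (0.82, 0.0282) rose and Agpat6 (-0.37, 0.0385) and Sdc1 (-0.54, 0.0282) fell, each in 7 of 7 mice. All 5 calls depended on single mice: the adjusted p was 0.103 for Mlxipl without HFepa replicate 2, 0.0632 for Dnajb1 and 0.0670 for Sdc1 without HFepa replicate 6, and 0.0719 for Hspb1 and 0.0928 for Agpat6 without HFepa replicate 1. Ppargc1a changed by -0.62 (0.0700, adjusted over the list alone 0.00181, 7 of 7 mice), G6pc by -0.53 (0.0543, 7 of 7 mice), Cpt1a by -0.30 (0.0982, 6 of 7 mice), Hmgcs1 by 0.69 (0.108, 7 of 7 mice), Pck1 by -0.29 (0.246, 7 of 7 mice), Srebf1 by 0.41 (0.448, 5 of 7 mice) and Xbp1 by 0.15 (0.598, 7 of 7 mice). Without reference replicate 8, Ppargc1a (-0.68, 0.0229), Pck1 (-0.38, 0.0342) and G6pc (-0.60, 0.0117) were called, and without HFepa replicate 3 Cpt1a (-0.36, 0.0291) was. The changes of Angptl4 (0.13), Gfpt1 (-0.04), Foxo1 (0.05), Irs1 (0.03), Ppara (0.18) and Pparg (0.12) had adjusted p-values from 0.538 to 0.939. Of these, Gfpt1 was 0.01 without reference replicate 2, Irs1 -0.02 without reference replicate 7 and Pparg -0.08 without HFepa replicate 4. Between the lineages, the 8 genes that passed when adjusted over the list alone were Irs2, Pck1 (0.44), Angptl4 (0.57), Agpat6 (0.28), Dnajb1 (0.37), Srebf1 (-0.61), Xbp1 (-0.52) and Gfpt1 (-0.49), with adjusted p over all probes from 0.111 to 0.373. Of the other 12 genes, 11 had adjusted p-values over all probes from 0.505 to 0.995: Ppargc1a (-0.08), Mlxipl (-0.11), Hmgcs1 (-0.36), Cpt1a (0.13), Hspb1 (0.14), Sdc1 (0.21), Foxo1 (0.18), G6pc (-0.01), Irs1 (-0.04), Ppara (0.02) and Pparg (-0.33). The sign of G6pc changed without HFepa replicate 1 (0.0037) and in 5 further leave-outs, that of Irs1 without HFepa replicate 1 (0.01) and that of Ppara without HFepa replicate 3 (-0.0077) and in 3 further leave-outs.

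**Figure D4:**
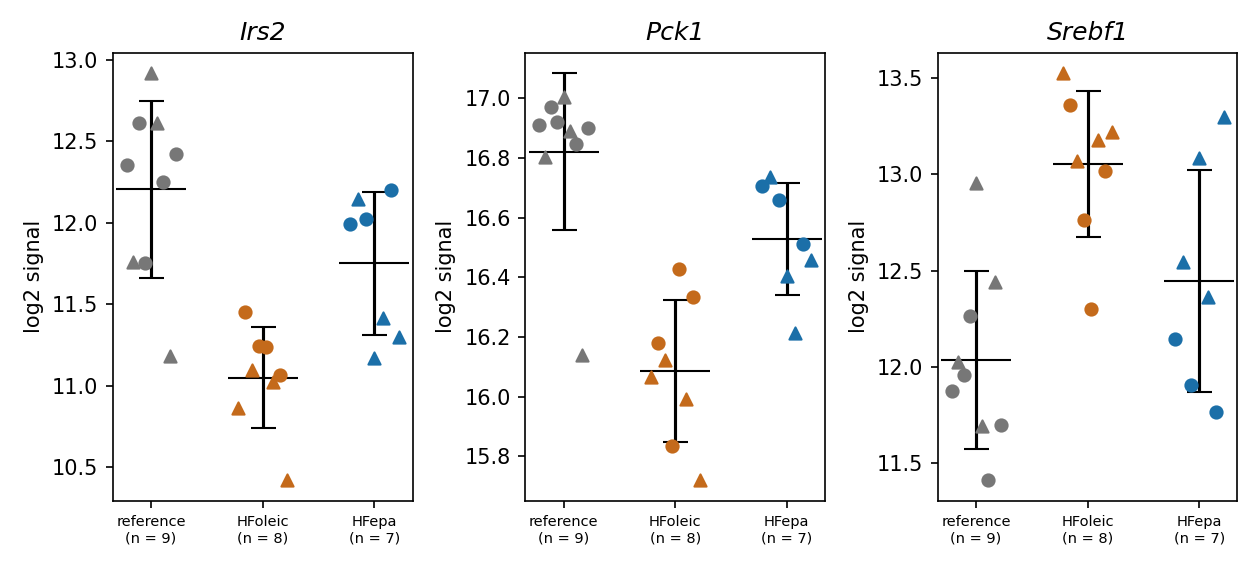
Log2 signal of Irs2, Pck1 and Srebf1 in each mouse by group, with circles for slide row 1, triangles for slide row 2 and bars for mean ± SD. Irs2 has a mean of 12.21 in the reference, 11.05 in HFoleic and 11.75 in HFepa.

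None of the lists of other tissues differed between groups (exact permutation tests, two-sided, smallest adjusted p 0.632 over the 18 tests, including the Y-chromosome list). The largest difference was -0.28 for adipocytes in HFepa against reference (adjusted p 0.793). Tested members numbered 9 of 12 for blood, 6 of 19 for exocrine pancreas, 9 of 12 for adipocytes, 6 of 11 for bile duct and gallbladder, 7 of 14 for skeletal muscle and 4 of 4 for the Y chromosome.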

Values the study reported

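On the arrays, the study detected no differentially expressed gene between HFepa and HFoleic after correction. By RT-qPCR it did report differences between them, among others in Irs2, Angptl4, Srebf1, Xbp1 and Gfpt1, and it reported miRNAs and pathways that differed. For HFoleic against the reference it found 8, 11 and 7 enriched pathways in the WikiPathways, Reactome and KEGG databases. The genes were chosen without correction for multiple testing, whereas the pathways were adjusted. For HFepa against the reference it marked Agpat6, Chrebp (Mlxipl), Dnajb1, Hspb1 and Sdc1 after correction among its RT-qPCR genes, and limma called these here too.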

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

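The tests of brightness, slide, slide row, label swaps, all those of HFepa replicate 4, clock removal, outlier spots, mouse number, sex, dilution and liver injury were chosen only after the result was seen, whereas those for RNA of other tissues were chosen before it. Of 128 values tested within groups, 17 had 1 mouse far from the others by Dixon's criterion, against 6.4 expected since chance picks out about 1 in 20, and they fell on 8 mice. Reference replicate 5 accounted for 6 of them and reference replicate 8 and HFepa replicate 4 for 3 each. The values of a mouse are not independent of one another.

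Reference replicate 5 lay far from the other reference mice at -78.1 on the first principal component (mean of the others -3.70, lowest -28.2). Its mean log2 signal was 10.11 for cholesterol biosynthesis (others 10.46 to 10.66), 8.92 for proliferation (7.66 to 8.03), 13.10 for male-biased liver genes (14.50 to 15.39), 10.40 for the bile duct and gallbladder list (8.74 to 9.32) and 13.49 for Ppara (14.23 to 14.55). Against the mean of the other reference mice, Slpi (+5.21), Ly6d (+4.31) and Col1a1 (+4.28) were higher and Hsd3b5 (-6.56) and Slco1a1 (-5.75) lower, genes chosen after their values were seen. The tables argue against the slide and slide row, since the lowest score of the other arrays there was 2.57, and against a female mouse, since the Y-chromosome genes differed by -0.0564 and Xist was not well above background. The brightness of the array as the whole cause is argued against because genes of like signal moved apart. The male-biased genes differed from the other reference mice by -1.78, against -0.468 to 0.333 in 10000 random lists of like signal, and the fibrosis list by 1.94, against -0.512 to 0.636. Oxidative phosphorylation, with a mean of 14.78 in the other reference mice against 14.88 for the male-biased genes, differed by 0.000204. Dilution of liver RNA by another tissue is also argued against for the male-biased genes, since the acute phase list was 0.46 above the mean of the other reference mice while the male-biased genes differed from it by -1.78. Injury or regeneration in the liver of this mouse may explain the pattern. The fibrosis list, proliferation (1.11 above) and macrophage inflammation (1.08 above) were each highest of all 24 arrays. This is consistent with such a change but was found and tested on the same data. RNA of another tissue in the sample stays open. Of the 5 tissue lists 1, bile duct and gallbladder, was highest in this array (1.33 above the mean of the other reference mice). The adipocyte list was second highest of the 24 (1.02 above). Bile ducts are part of the liver, so the bile duct and gallbladder list cannot tell liver cells from another tissue. Only 6 of its 11 members passed the filter and were tested. This was also the brightest of the 24 arrays (75th percentile of processed signal 528.4, next 487.5), and over the other 23 arrays the within-group correlation of score and brightness was -0.132 (permutation p 0.583, adjusted 0.70, Spearman's rho -0.00296, permutation p 0.991, adjusted 0.991, r without the 2 farthest arrays -0.170), which excludes nothing.

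Reference replicate 8 lay at 0.791 on the axis, far above the other reference mice (mean 0.133, highest 0.337) and among the HFoleic mice. It also had the lowest reference values of Pck1 (16.14, others 16.80 or more) and Cpt1a (14.82, others 15.03 to 15.22). A swap with an HFoleic mouse is argued against because the lowest HFoleic mouse lay at 0.727, so that none was out of place. A swap with an HFepa mouse was not tested, and HFepa replicate 1 lay at 0.340, near the highest other reference mouse. A wrong label without a partner was not excluded. The slide row as the whole cause is argued against because rows differed by 0.138 within groups over the other 23 arrays, while this mouse lay 0.605 above the other reference arrays of its row. Clock phase at sacrifice as the whole cause is argued against because with the clock score removed the mouse still lay at 0.682, above the highest other reference mouse (0.330), although its clock score was also the highest of the reference (0.790, next 0.353). The number of outlier spots stays open. This array had the most of all 24 (627, next 572), and with the number of outlier spots removed the mouse lay at 0.549, above the highest other reference mouse (0.351), whereas with the slide row removed as well it lay at 0.276, level with it (0.276). With the slopes of the other 23 arrays in place of all 24 it lay at 0.489 (highest other 0.284). The feeding state of this mouse was not tested.

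HFepa replicate 4 lay at -8.13 on the first principal component (others 4.45 to 9.99), at 9.68 for fibrosis (8.94 to 9.18) and at 11.59 for Pparg (9.98 to 10.63). Its clock score was also the highest of all 24 mice (2.25, next 1.64). Linear trends over the other 23 arrays as the whole cause are argued against because the mouse stayed outside the range of the other HFepa mice with each of them removed. On the first component it then lay at -21.2 for clock phase at sacrifice, -5.50 for the slide and slide row, -9.28 for the number of outlier spots and -8.34 for the order of mouse numbers, with the other HFepa mice at 1.74 or above. Over the same 4 removals fibrosis was 9.52 to 9.95 (others at most 9.24) and Pparg 11.48 to 11.67 (others at most 10.65). It also stayed outside with reference replicate 5 left out of the slopes (-10.8 to -5.97 on the first component). The design names no biological difference within a group, and none was tested.

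The skeletal muscle list was 8.54 in reference replicate 3 (others 6.21 to 6.47). Muscle RNA in the sample was tested by asking whether nearly every tested member was highest in this array, and 4 of 7 were (Tnnc2 10.83 against a mean of 5.84 elsewhere, Tnni2, Tnnt3 and Mylpf). Without the filter on dim probes, which was looked at later, 8 of 14 members were highest, among them the abundant Acta1 (9.44 against 5.49), Myh1 (9.27 against 5.09) and Mb (9.24 against 5.03), while Ckm was not. These values may come from a trace of muscle RNA, but it stays open because Ckm, Pvalb and Myh4 did not rise beyond the other arrays. The exocrine pancreas list was 9.12 in HFepa replicate 7 (others 8.49 to 8.69). Pancreas RNA in the sample is argued against because only 1 of 6 tested members was highest, Cela2a (10.51 against 7.18), and abundant pancreas genes such as Cpa1 and Pnlip stayed at background. Without the filter 2 of 19 members were highest, the other being Try4 (5.67 against a mean of 4.97, highest other array 5.21), which was well above background in this mouse.

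Single values far from their group were also fatty acid synthesis in reference replicate 4 (12.36, others 11.81 to 12.06), Cpt1a in HFoleic replicate 6 (14.98, others 14.44 to 14.67) and Foxo1 in HFepa replicate 1 (11.61, others 11.17 to 11.35). No explanation of these was tested.

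A difference between groups was the axis position of HFepa minus HFoleic (-0.275, exact permutation p 0.00497). The slide row as the whole cause is argued against by the difference with slide row effects removed (-0.292), the slide by that with slide means removed (-0.280), clock phase at sacrifice by that with clock score effects removed (-0.226) and the number of outlier spots by that with their effects removed (-0.312), each still past the threshold of the exact permutation test. The test of the slide was first to have been made within slides, where slide 3 gave -0.0565 with 2 HFepa and 3 HFoleic mice, and was changed to the removal of slide means after this was seen. The order of mouse numbers cannot be told apart from the lineage, because 6 of 7 HFepa mice had numbers above those of all other mice. Within groups, position and mouse number correlated at 0.362 (permutation p 0.0973, adjusted 0.146, Spearman's rho 0.345, permutation p 0.101, adjusted 0.152, r without the 2 farthest mice 0.382). A linear trend of this sign would raise HFepa, but the order may also stand for litter or cage, which no value decides. The difference of lineage and oil, which the design names, stays open and was not tested apart from litter, cage and order.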

How the results depend on the processing

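The slide row, clock and outlier-spot alternatives, the exact test of set scores, the arrays left out for the principal components, the first component recomputed without reference replicate 5 and all alternatives for the second component were chosen only after the result was seen, and all other alternatives were planned. For the comparisons (counts, axis, share, principal components and Irs2), 585 of 672 alternative values stayed on the same side of their threshold with the same direction, or moved by less than their spread or 1.5 times. The total includes leave-outs that could not change a difference on a principal component, because the scores were kept. The axis differences kept direction and side in all 36 alternatives, from -0.328 to -0.180 for HFepa minus HFoleic and from 0.258 to 0.468 for HFepa minus reference. The retained share was 0.499 to 0.598 over 7 alternatives, less than its spread from 0.588. Irs2 kept direction and side in all. Scalings moved the median of all probes by at most 0.02 log2 units.

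The count for HFepa vs. reference (118) was 60 with the processed signal, 0 with no filter on dim probes (4845 unadjusted), 13 with only the 2 groups compared, 0 with the methods' t-test (3472 unadjusted), 0 with the mouse number covariate (2317 unadjusted), 4 with the clock score and 76 with 1 probe per gene. Adjusting over more probes or fitting fewer arrays costs power by construction, and otherwise the cause was not tested. The overlap (81) was 41 with the processed signal, 0 with no filter, 123 with the strict filter, 6 with only the 2 groups, 0 with the methods' t-test, 126 with array weights, 0 with the mouse number and 2 with the clock score. Without HFepa replicate 2 both counts were 0 (limma, 3376 unadjusted), and without reference replicate 8 they were 499 and 388. The count for HFoleic vs. reference was 1030 with the clock score, and 1602 (without reference replicate 1) to 3097 (without reference replicate 8) when arrays were left out. Between the lineages (0, 2910 unadjusted) it was 2 with the strict filter, 2 with trend and robust variances, 2 with 1 probe per gene, 68 with array weights and 30 with the number of outlier spots as a covariate, and 0 to 15 (without HFepa replicate 5) when arrays were left out. The cause was not tested. Limma's array weights lower the weight of reference replicate 5 (0.245).

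Mouse number is nearly confounded with HFepa. A trend with mouse number within groups as the cause of the lost calls was tested by the standard error of HFepa vs. reference, which rose to 1.20 times that without the covariate. No probe was called for the number itself by limma, which leaves open whether a trend or the loss of precision removed the calls.

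Replicate numbers pair no mice: same-numbered mice deviated from their group means with a mean correlation of -0.00199 (-0.302 to 0.349, 5 of 22 pairs over 0.1), against 0.00159 for other pairs. With the replicate block, 1745, 99 and 0 probes (2313 unadjusted), an overlap of 79 and 10, 7 and 7 sets were called.

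Sets called by camera (9, 8 and 7) were 5, 2 and 1 by fry, 1, 0 and 0 by the estimated correlation, 4, 3 and 0 by exact permutation, and 5 for HFepa vs. reference with the clock score. When arrays were left out they were 9 to 11, 5 (without HFepa replicate 4) to 9, and 5 to 9. Of 1008 set values, 92 were no longer past the threshold and 1 was counted as reversed, oxidative phosphorylation in HFepa vs. reference with the mouse number. Its median was 0.0025 there, against 0.03 in the main test, so the median fell but did not change sign.

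The first principal component of HFoleic vs. reference (20.6) was not past the threshold with the 75th-percentile shift (18.2, adjusted p 0.0694), the processed signal (16.7, 0.459) or no filter (19.3, 0.175). HFepa vs. reference was past it with normexp (16.8, 0.0335) and the strict filter (17.2, 0.0250), as was HFepa vs. HFoleic (-4.73, 0.0335 and -5.75, 0.0154), which reversed with the processed signal (0.875, 0.893). Recomputed without reference replicate 5 it was -17.2 (0.0305), because the first component was then the former second (correlation 0.997 in size). Over the alternatives these p-values ranged from 0.00140 to 0.459, 0.0250 to 0.459 and 0.0154 to 0.893. When arrays were left out of the tests the differences were 12.33 (without reference replicate 5) to 23.04, 9.22 to 19.93 (without reference replicate 8) and -4.01 to -0.83, with 3, 1 and 0 of 24 changing sides of the threshold. Leaving out an array of the group not compared could not change a difference here. On the second component the difference between the lineages (16.9) was 14.21 with no filter (adjusted p 0.211) and 13.66 (without HFepa replicate 1) to 21.95 when arrays were left out, 11 of 24 not past the threshold, while HFoleic vs. reference and HFepa vs. reference kept direction and side in all 30. The cause was otherwise not tested.

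Of 6050 values for named genes, 385 lost and 74 gained a call and 32 reversed, all in changes that were not called apart from other probes of called genes. In HFoleic vs. reference these were Mlxipl (-0.0493, another probe), Ndufv3 (-0.0112, another probe) and Irs1 (-0.0181, clock score). In HFepa vs. reference they were Gfpt1 (-0.1005 to 0.0122 when arrays were left out, 0.0122 without reference replicate 2), Irs1 (-0.0384 mouse number, -0.0378 clock score, -4e-04 without reference replicate 3, -0.0248 without reference replicate 7, range -0.0248 to 0.0883 when arrays were left out), Pparg (-0.0755 without HFepa replicate 4, range -0.0755 to 0.1927) and Dbp (-0.2595, clock score, to which Dbp itself contributes). Between the lineages they were Ppargc1a (0.071, another probe), Mlxipl (0.0833 and 0.14, other probes), Irs1 (0.0132 without HFepa replicate 1, range -0.0843 to 0.0132), G6pc (0.0019 with the 75th-percentile shift, 0.0048 processed signal, 0.0641 array weights, 0.0405 mouse number, 0.0037 slide row, 0.0112 outlier spots, 0.0037 to 0.068 in 6 of the leave-outs, whose range was -0.0609 to 0.068) and Ppara (-0.0035 array weights, -0.0563 mouse number, -0.0209 to -0.0077 in 4 of the leave-outs, whose range was -0.0209 to 0.0503). The cause was not tested. Irs2 was -1.28 to -1.07, -0.58 to -0.36 and 0.61 to 0.80 and the axis differences -0.325 to -0.237 and 0.315 to 0.403 when arrays were left out. Between 50.9% and 60.8% of probes were well above background, which limits what dim genes such as Moxd1 show.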

Other observations

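The tests of slide rows, outlier spots, proliferation, ER chaperones within rows, pancreas genes on HFoleic arrays, the probes shared among the smallest p-values, the counts of calls in simulations and the splits between the lineages were chosen only after the result was seen, whereas the remaining tests here were chosen before it.

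Other splits of the mice were drawn to ask whether chance can be excluded. For the number of probes called it can for HFoleic vs. reference, where 1 of 100 splits, the real one, called as many (at most 18 in the others) and for HFepa vs. reference (1 of 100, at most 3 in the others). Simulations of unchanged groups called at most 42 probes for HFoleic vs. reference, but for HFepa vs. reference 1 of 100 called more than the 118 observed (709), and with only the HFoleic changes put in the most called was 113, so chance is excluded less firmly there. For the overlap of calls the regroupings decide nothing, because the others called too few probes to share any (1 of 100 with as many, at most 0 in the others). With as many of the smallest p-values as were called, chance stays open for the 81 shared probes. Of 100 regroupings 2 shared as many (median of 42 and at most 103 in the others), but so did 6 of 100 simulations of unchanged groups. With the HFoleic changes put in and HFepa unchanged, 0 of 100 simulations did (at most 69). Chance is therefore argued against only where the HFoleic changes are taken as given. For the number of gene sets called by camera chance cannot be excluded, because 29, 33 and 56 of 100 splits called as many in the 3 comparisons, with a median of 8, 6 and 7 sets in the others. Between the lineages limma called 0 probes, with 2910 at an unadjusted p under 0.05, and the methods' t-test called 0. Splits decide nothing about a count of 0, which all 100 reach. For the 2910 probes chance is argued against only weakly and is not excluded. As many were given by 4 of 100 splits, the real one among them (median of 998 and at most 3941 in the others), with no adjustment over the comparisons.

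Axis positions were higher in slide row 2 than in row 1 by 0.193 within groups. Chance assignment of mice to rows is argued against by a permutation p of 0.00689 (two-sided), and limma called 404 probes for the row, 459 for slide 2 against slide 1 and 1 for slide 3 against slide 1. Within groups and rows the position followed the number of outlier spots (r 0.718, permutation p 0.00515, adjusted 0.0309, Spearman's rho 0.671, permutation p 0.00388, adjusted 0.0233, r without the 2 farthest arrays 0.580, within groups 0.735 in the reference, 0.53 in HFoleic and 0.845 in HFepa). The number of outlier spots, or what raises it, is a candidate explanation for part of the spread of positions within groups. Which came first was not tested.

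The axis position also followed the clock score within groups (r 0.495, permutation p 0.0118, adjusted 0.0354, Spearman's rho 0.463, permutation p 0.0325, adjusted 0.0975, r without the 2 farthest mice 0.452), at 0.681 in the reference, -0.142 in HFoleic and 0.708 in HFepa. Clock phase at sacrifice may therefore contribute to the position of single reference and HFepa mice. Spearman's coefficient was not past the threshold after adjustment over the 6 relations computed.

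The brightest probe of Rbm3, a gene induced by cold, fell by 0.77 log2 units in HFoleic and by 0.44 in HFepa, while 1 of its 4 probes rose in both. This probe and the heat-shock list correlated at -0.0548 within groups (permutation p 0.815, adjusted 0.815, Spearman's rho -0.0696, permutation p 0.761, adjusted 0.913, r without the 2 farthest mice -0.0225), so the body temperature of single mice stays open for the rise of heat-shock genes.

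ER chaperones were lower in HFepa than in HFoleic in both slide rows, with the smaller difference -0.312, which argues against the slide row. ER-rich cells of exocrine pancreas are argued against because 10 of the 19 genes of that list, among them the abundant enzymes Cpa1, Prss1, Prss2, Cpb1 and Cela3b, were well above background on 0 of 8 HFoleic arrays. The difference of the tested members (0.0871, exact permutation p 0.419, adjusted 0.793, 0.0108 without HFepa replicate 7) decides nothing. The difference of lineage stays open as untested. For the rise of replication histones, cell proliferation stays open, since the proliferation list had a median of 0.0249 in HFoleic with members in both directions.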
